A study of Drosophila melanogaster with 6 samples. Its data were reported in "Transcriptional regulation of the piRNA pathway by Ovo in animal ovarian germ cells" (2025).

How the data were processed

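Ovarian somatic cells (OSCs) are a *Drosophila melanogaster* line derived from the follicle cells of the ovary. Per the labels, the cells used here carry a knockout of *l(3)mbt* (Δ*l(3)mbt* OSCs). They were transfected with siRNA duplexes of 21 nt against *ovo* or against *renilla* and RNA was harvested after 48 h. Per the labels, polyadenylated RNA was selected from 500 ng of total RNA and turned into strand-specific libraries. The submitters' processing notes name cutadapt 1.18, STAR 2.7.3a, featureCounts from Subread 1.5.3 and DESeq2 1.30.1. The reads were aligned to the dm6 (BDGP6) genome and counted per gene on the reverse strand of an Ensembl annotation.

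The authors deposited a table of read signal in the form of DESeq2-normalized gene counts, with 1 column for each of the 6 libraries. They also deposited a DESeq2 table of *ovo* siRNA against *renilla* siRNA. In this deposited table the mean level is a signal in normalized counts, the fold change and its standard error are on the log2 scale, the Wald statistic is a score, and the p-value is given both raw and adjusted. Each normalized column was found to be a set of whole reads divided by 1 size factor, so the whole reads per gene were recovered. All recovered values lay within 0.01 of a whole number, with a largest deviation of 8.1e-05. The recovered totals ran from 2759594 to 21481506 reads per library. The count of 3 reads that an observed 0 still allows corresponds to between 1.39 and 13.1 normalized counts. Such floors cover counting error only, since the reads carry no molecular identifiers.

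Gene symbols were matched to gene IDs, positions and transcript sequences in a later Ensembl annotation of the same genome build. Of the 17807 symbols, 17019 matched directly, 735 matched by an older symbol, and 53 did not match. GC content and transcript length were available for 99.8% of the genes tested and the 3′ UTR length for 95.6%.

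The *ovo* siRNA group (3 libraries) was compared with the *renilla* siRNA group (3 libraries). Genes were kept if they had at least 10 normalized counts in at least 3 libraries. A linear model was fitted to log2 (normalized count + 1) with limma 3.58.1 and a mean-dependent prior variance. The moderated test was two-sided, and p values were adjusted by Benjamini-Hochberg over the genes kept, with a threshold of 0.05. A rank-based comparison of 3 with 3 libraries cannot give an exact p below 0.1, so none was used for single genes. Fold changes are for *ovo* siRNA over *renilla* siRNA and carry the standard error of the fit. Levels are means with the SD of 3 libraries.

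A total of 17 gene lists were tested with the camera function of limma at a preset correlation of 0.01, with an estimated correlation beside it. Camera compares the members of a list with the other genes tested, so a list whose members changed can fail to pass. The fry function of limma, which tests the members without that comparison, was run as another alternative. List p values were adjusted over the 17 lists. The lists were the germline-specific piRNA pathway, the piRNA pathway shared with soma, germ cell and oocyte genes, follicle cell genes, Shavenbaby epidermal targets, L(3)mbt-containing complexes, antimicrobial peptides and immune recognition, heat shock, siRNA and miRNA machinery, DNA replication, mitosis, the ecdysone response, cytosolic ribosomal proteins, oxidative phosphorylation, and markers of hemocytes, muscle and neurons. Genes were named by a fixed rule. It took *ovo*, every measured member of the germline-specific piRNA pathway list, and the 10 largest rises and 10 largest falls past the threshold with a mean of at least 100 normalized counts and no overlap between the groups. From each other list it took up to 4 members with the smallest adjusted p past the threshold, or the 2 members with the highest mean where none passed. The knockout gene *l(3)mbt* was also named. The model, the threshold, the lists and this rule were set before the data were examined.

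The alternatives set at the same time were pseudocounts of 0.5 and 5, no filter, a filter of 50 normalized counts in 3 libraries, TMM scaling, quantile normalization, a robust prior, the replicate number as a block, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, the deposited DESeq2 table, and leaving out each library in turn. A further pair of alternatives was chosen after seeing the data. In the first, a smooth trend (natural splines with 5 degrees of freedom) in transcript GC, transcript length and 3′ UTR length was removed from each library before the limma fit. In the second, the recovered reads of each library were thinned to the total of the smallest library.

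The procedure was tested on simulated data for *ovo* siRNA against *renilla* siRNA, with 7893 genes and the observed library sizes, of which 200 were changed. At the planted folds it called 17 of 67 genes changed 1.5-fold (25.4%), 51 of 67 genes changed 2-fold (76.1%) and 65 of 66 genes changed 4-fold (98.5%). It also called 3 unchanged genes. A GC trend planted in the same simulation had a rank correlation of 0.66 with the fold change, which was −0.01 after removal. A removal fitted on GC leaves a value near 0 by construction. The changed genes were picked at random, and no trend with transcript length or 3′ UTR length was planted. This test therefore cannot show whether the removal keeps real changes that follow GC or 3′ UTR length. Most planted changes of 1.5-fold were thus missed in the simulation. With only 200 genes changed, its adjusted threshold can be stricter than in the data, where 2045 genes passed. For these calls each gene was also drawn independently, with no drift across genes with transcript length or GC. The shares and the 3 calls of unchanged genes therefore need not carry over to the data. Calculations were run in R 4.3.3 and Python 3.11.15, and plots were drawn with matplotlib 3.10.9.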

Results

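To follow the genes that depend on *ovo* in somatic cells with an active germline program, RNA was sequenced from Δ*l(3)mbt* OSCs, an ovarian follicle cell line that the labels give as an *l(3)mbt* knockout. L(3)mbt is a chromatin protein that represses germline genes in somatic cells, and *ovo* encodes a zinc finger transcription factor of the female germline. Cells received siRNA against *ovo* or, as the control, siRNA against *renilla* luciferase, a gene the fly lacks. RNA was harvested after 48 h, and each group had 3 libraries. The *ovo* siRNA libraries held 20099724, 21481506 and 14276921 counted reads for replicates 1, 2 and 3, and the *renilla* siRNA libraries held 11623446, 11337660 and 2759594. The number of genes with reads ran from 9183 in *renilla* siRNA replicate 3 to 10935 in *ovo* siRNA replicate 1. At these depths an observed 0 still allows up to 1.39 normalized counts in the deepest library and 13.1 in *renilla* siRNA replicate 3.

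The first principal component held 59.4% of the variance and separated the groups. The second held 30.8% and separated *renilla* siRNA replicate 3 (−36.5) from *renilla* siRNA replicates 1 and 2 (24.0 and 25.1). In that library the difference from replicates 1 and 2 fell with transcript length across genes (Spearman's rho = −0.63), whereas the difference between replicates 1 and 2 did not follow length closely (rho = −0.07). Such a drift was not particular to that library. Within the *ovo* siRNA group, replicate 1 differed from replicates 2 and 3 with rho of 0.56 and 0.61, and replicate 2 from 3 with 0.32. Per doubling of length, the log2 ratio moved by at most 0.20 in these pairs and by 0.34 and 0.35 in those with *renilla* siRNA replicate 3. Genes are not independent replicates in such correlations.

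The comparison of *ovo* siRNA with *renilla* siRNA asks whether the germline piRNA pathway genes that are active in these cells depend on *ovo*. The target *ovo* (X:5048273–5070929, plus strand) fell 1.66-fold, from 1511 ± 184 to 907 ± 46.7 normalized counts (SD, n = 3; log2 fold change −0.73 ± 0.13, limma adjusted p = 0.00862). Of the germline piRNA pathway genes, *aub*, *qin* and *AGO3* fell between 2.29-fold and 2.90-fold. Outside that pathway, 12 of 18 follicle cell genes fell, and 9 of 24 DNA replication genes and 10 of 59 oxidative phosphorylation genes rose. These 3 lists passed with the preset correlation, and with an estimated correlation they did not (adjusted p = 0.27, 0.264 and 0.771). The call for *ovo* was lost without *ovo* siRNA replicate 2 (log2 fold change −0.71, adjusted p = 0.0606) and when a trend with transcript GC, transcript length and 3′ UTR length was removed from each library (−0.25, adjusted p = 0.342), an alternative chosen after seeing the data. The knockout gene *l(3)mbt* (3R:27266326–27273273) still gave reads, with 2911 ± 426 normalized counts after *ovo* siRNA and 2334 ± 582 after *renilla* siRNA, and did not pass the test (adjusted p = 0.267), except with that trend removed (0.26, 0.0294). These gene-level counts do not show whether the deletion is present.

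Of 7893 genes tested, 931 rose and 1114 fell, and 5848 did not pass. With the GC and length trend removed the balance turned, to 1314 rises and 1024 falls. More genes fell than rose by at least 2-fold, with 568 falls and 130 rises of that size. Leaving out 1 library gave from 307 to 656 such falls and from 60 to 215 such rises. With the stricter filter of 50 normalized counts there were 342 such falls and 114 such rises, so part of the falls lay in genes with low counts. The falls and rises were 399 and 194 with quantile normalization and 381 and 107 with the GC and length trend removed. They were 722 and 136 with DESeq2 on the recovered reads and 960 and 134 in the deposited table. The groups did not overlap for 3569 genes (45.2%), where chance gives 10%. The largest falls were those of *CG11318* (3R:31106362–31109191), which fell 21.3-fold to 27.6 ± 14.6 normalized counts, and *CG14304* (3R:18592801–18621327), which fell 15.2-fold to 15.5 ± 8.11. *CG14304* lies on the opposite strand within the span of *qin*. The virus-induced gene *vir-1* fell 10.7-fold, the serine protease gene *Sp212* fell 8.65-fold and the calcium-binding protein gene *CBP* fell 7.92-fold. *ImpL2*, which encodes a secreted binding protein of insulin-like peptides, fell from 5158 ± 1850 to 641 ± 129, and 61.9% of its exonic sequence is shared with *CG46460* on the same strand. The immunoglobulin superfamily guidance gene *side* fell 5.44-fold, and *CG43968*, *CG6024* and *CG13024* fell between 5.44-fold and 6.49-fold.

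Among the largest rises, *Trim9* (2L:10544883–10628054), which encodes a ubiquitin ligase, rose 5.89-fold from 31.8 ± 8.73 to 191 ± 45.4 normalized counts. The Wnt ligand gene *Wnt2* (2R:9494166–9503188) rose 4.29-fold from 110 ± 6.78 to 478 ± 47.0. *Sodh-2* (sorbitol dehydrogenase) rose 4.04-fold, *Cbs* (cystathionine beta-synthase) 3.42-fold and the UDP-glycosyltransferase gene *Ugt49B1* 2.77-fold. The neighbouring juvenile hormone epoxide hydrolase genes *Jheh1* and *Jheh2* rose 2.84-fold and 2.90-fold. *CG32599*, the cell surface gene *dpr17* and *CG14856* rose between 2.74-fold and 3.34-fold. Each of these 20 genes passed the limma threshold, with adjusted p between 0.00127 and 0.00698, and passed it in all 19 alternatives run for single genes. The count of changed genes depended on single libraries. It was 1334, 486 and 754 without *ovo* siRNA replicates 1, 2 and 3, and 1356, 1041 and 4055 without *renilla* siRNA replicates 1, 2 and 3. The balance moved too, with 112 rises and 374 falls without *ovo* siRNA replicate 2, 210 and 544 without *ovo* siRNA replicate 3, and 2032 and 2023 without *renilla* siRNA replicate 3.

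**Figure D1:**
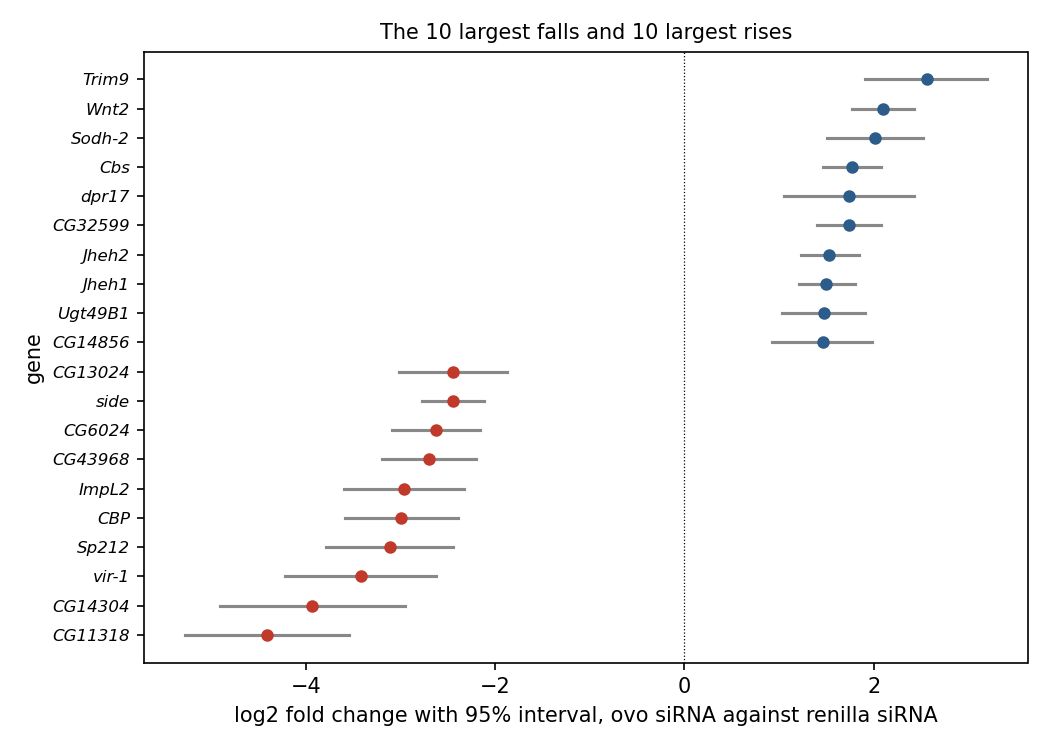
Log2 fold changes of *ovo* siRNA against *renilla* siRNA for the 10 largest falls and 10 largest rises, with 95% confidence intervals from limma (n = 3 libraries per group). The falls reach −4.41 (*CG11318*) and the rises 2.56 (*Trim9*).

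Of the 13 germline-specific piRNA pathway genes, 11 were measured, 3 fell, 0 rose and 8 did not pass. The study defined this list from sorted ovary cells and not from these libraries. The ping-pong Argonaute gene *aub* (2L:10997819–11001476) fell 2.29-fold, from 107 ± 14.6 to 46.2 ± 9.53 normalized counts (log2 fold change −1.20 ± 0.22, adjusted p = 0.00884). Its partner *AGO3* (3L:23554593–23689640) was low and fell 2.59-fold, from 19.5 ± 3.47 to 7.43 ± 4.24 (−1.37 ± 0.42, adjusted p = 0.0486). The Tudor domain gene *qin* (3R:18591027–18650137) fell 2.90-fold, from 206 ± 76.7 to 67.4 ± 13 (−1.53 ± 0.32, adjusted p = 0.0129). All 3 also fell when p values were adjusted over the list alone. The calls were lost without *ovo* siRNA replicate 2 for *aub* (adjusted p = 0.0587), *AGO3* (0.182) and *qin* (0.0689), without *ovo* siRNA replicate 3 for *qin* (0.0546), and for *AGO3* also without *ovo* siRNA replicate 1 (0.140) or *renilla* siRNA replicates 1 (0.0736) or 2 (0.129). *AGO3* passed in only 8 of 18 alternatives. It also failed with DESeq2 on the recovered reads (0.0672), quantile normalization (−0.84, 0.196), thinned reads (−0.88, 0.260), no filter (0.103) and a pseudocount of 0.5 (0.0504). With the GC and length trend removed, the call was lost for *AGO3* (−0.84 ± 0.45, adjusted p = 0.190) and *tej* rose (0.39 ± 0.09, adjusted p = 0.0106), opposite to *aub* and *qin*.

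The other 8 measured members did not pass the test. The levels of *vas*, which encodes the nuage helicase Vasa, were 2252 ± 151 after *ovo* siRNA and 1963 ± 271 after *renilla* siRNA (adjusted p = 0.315), and 24.6% of its exonic sequence is shared with *solo*. The log2 fold change was 0.25 ± 0.12 for *tej* (adjusted p = 0.160, and past the threshold with the trend removed) and 0.22 ± 0.21 for *boot* (listed as *CG13741*; adjusted p = 0.471). For *krimp* it was −0.03 ± 0.12 (adjusted p = 0.853), with the opposite sign after quantile normalization (0.05). It was −0.47 ± 0.17 for *BoYb* (adjusted p = 0.0835), −0.70 ± 0.28 for *del* (adjusted p = 0.104) and −0.56 ± 0.20 for *cuff* (adjusted p = 0.0731). Without *renilla* siRNA replicate 3, *del* (−1.05, adjusted p = 6.77e-05) and *BoYb* (−0.48, 0.0367) fell, and *del* also passed with DESeq2 on the recovered reads (−0.76, 0.0283) and with the replicate block (0.00566). *Nxf3* had 164 ± 30.3 and 152 ± 119 normalized counts, shared 59.9% of its exonic sequence with *ssp2*, and stood at 17.5 in *renilla* siRNA replicate 3 against 194 and 244 in replicates 1 and 2. *moon* (2.57 and 10.6 normalized counts) and *rhi* (1.34 and 1.85) were under the filter, so a difference was not detectable at this depth. As a set, the 11 genes had a median log2 fold change of −0.47. They did not pass the list test against the other genes (camera adjusted p = 0.201, and 0.771 with an estimated correlation), nor fry (adjusted p = 0.132). Members that fell numbered 5 without *renilla* siRNA replicate 3 and 0 without *ovo* siRNA replicate 2.

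**Figure D2:**
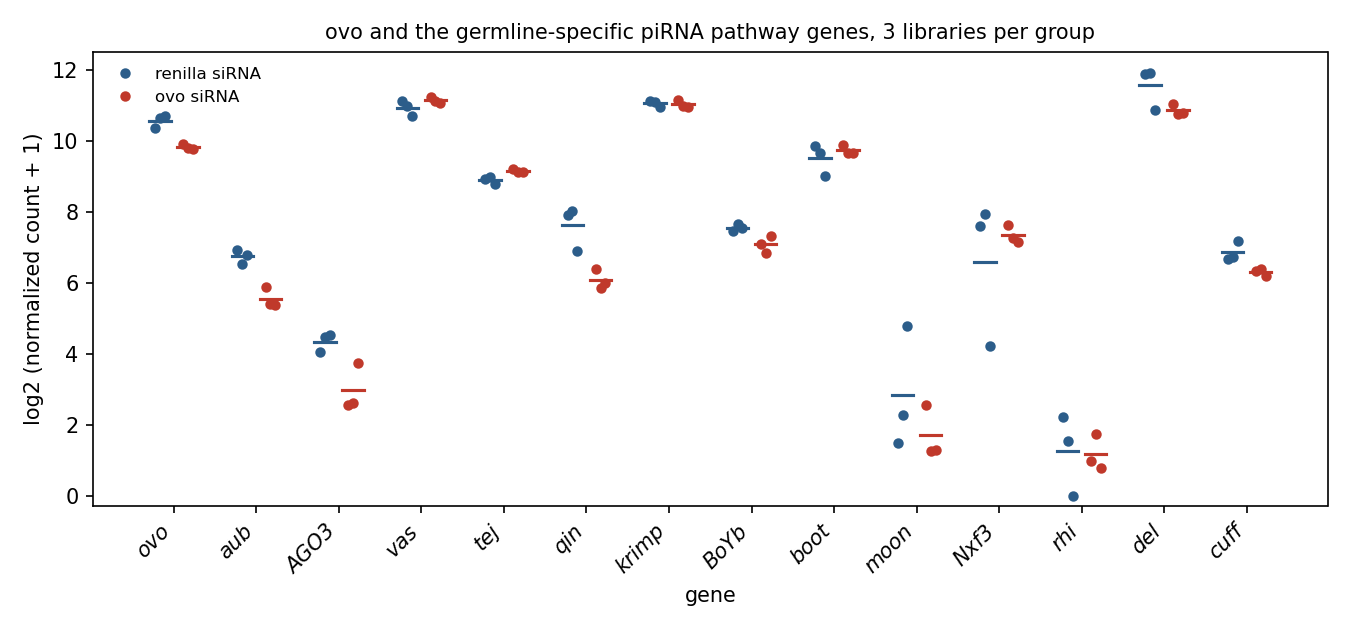
Normalized counts on a log2 scale, with 1 added, for *ovo* and the 13 germline-specific piRNA pathway genes. Points are single libraries and bars are group means (n = 3). *aub*, *AGO3* and *qin* lay lower in all *ovo* siRNA libraries, with log2 fold changes of −1.20, −1.37 and −1.53, and *vas* (0.21) did not pass the test.

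Genes on the list of the piRNA pathway shared with soma went both ways. That list holds factors that ovarian somatic cells also use, and ping-pong or nuage factors outside the germline-specific list, *tud* among them. Of 30 measured, 2 rose, 3 fell and 25 did not pass, with the same counts adjusted over the list alone. Over the fits that left out 1 library, 0 to 5 rose and 2 to 6 fell. The nuage scaffold gene *tud* fell 2.73-fold (from 7992 ± 1180 to 2945 ± 609 normalized counts, adjusted p = 0.00300), *Trf2* fell 2.38-fold (adjusted p = 0.00325) and *ova* fell 1.66-fold (adjusted p = 0.0205). *vls*, which encodes a partner of a protein arginine methyltransferase, rose 1.55-fold (adjusted p = 0.0110). The median log2 fold change was 0.06, the mean was −0.04, and the list test gave an adjusted p of 0.814. Single libraries ended the calls of *ova* (5 of 6 left out, adjusted p up to 0.0916) and *vls* (without *ovo* siRNA replicates 2 or 3, up to 0.0818). *Trf2* (−0.23, adjusted p = 0.296), *vls* (0.23, 0.144) and *ova* (−0.29, 0.0908) no longer passed with the GC and length trend removed.

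Germ cell and oocyte genes outside the piRNA pathway were in part under the filter, and 17 of 28 were measured. Of these, 3 fell, 0 rose and 14 did not pass, as when adjusted over the list alone. *Sxl*, the sex determination gene, fell 2.09-fold from 5236 ± 664 to 2498 ± 209 (adjusted p = 0.00335). *mei-P26*, which limits germ cell proliferation, fell 2.03-fold (adjusted p = 0.00300), and the oocyte ligand gene *grk* fell 1.61-fold from 118 ± 14.1 to 72.6 ± 8.14 (adjusted p = 0.0298). The list median was 0.02 and its mean −0.06 (adjusted p = 0.698). The call of *grk* was lost in 5 of 6 fits that left out 1 library (adjusted p up to 0.139) and with no filter (0.0671). *Sxl* did not pass (−0.13, adjusted p = 0.334) and *mei-P26* changed sign (0.59, adjusted p = 0.00570) when the GC and length trend was removed, which turned the counts of the list to 4 rises and 1 fall (list adjusted p = 0.555).

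Of 18 measured follicle cell genes, which mark the identity of the line, 12 fell, 0 rose and 6 did not pass, and 13 fell when adjusted over the list alone. The list had a median log2 fold change of −0.79 (limma adjusted p = 4.3e-06; adjusted p = 0.27 with an estimated correlation). *ImpL2* fell 7.81-fold, the homeobox genes *mirr* and *ct* fell 2.43-fold and 2.40-fold, and the BTB transcription factor gene *chinmo* fell 2.47-fold, from 23470 ± 1440 to 9601 ± 1750 normalized counts (adjusted p between 0.00158 and 0.00310 for the 4 genes). The number of members that fell ranged from 5 to 16 over the fits that left out 1 library. With the GC and length trend removed, 6 members fell and the list still passed (adjusted p = 0.0212), and *ct* (−0.31, adjusted p = 0.159) and *chinmo* (−0.16, adjusted p = 0.288) no longer passed.

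Of the ecdysone response genes, 10 were measured, 4 fell, 0 rose and 6 did not pass, and adjusted over the list alone 4 fell and 1 rose. The transcription factor gene *Eip93F* fell 2.38-fold (from 1194 ± 244 to 496 ± 59.5, adjusted p = 0.00364), *br* fell 2.07-fold (adjusted p = 0.00855), the receptor gene *EcR* fell 1.78-fold (adjusted p = 0.00883) and *ftz-f1* fell 1.67-fold (adjusted p = 0.0154). *br*, *EcR* and *ftz-f1* are also on the follicle cell list. The list median was −0.29 (adjusted p = 0.245). Without *ovo* siRNA replicate 2 the calls of *br* (adjusted p = 0.0558), *EcR* (0.0610) and *ftz-f1* (up to 0.0866 over 4 single omissions) were lost. With the GC and length trend removed none of the 4 passed, at log2 fold changes of −0.08 (*Eip93F*), −0.21 (*br*), 0.14 (*EcR*) and 0.07 (*ftz-f1*), and the counts of the list turned to 3 rises and 0 falls (list adjusted p = 0.279).

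Among targets of Shavenbaby, the somatic product of the *ovo* locus, 6 of 13 were measured. Of these, 2 fell and 4 did not pass, as when adjusted over the list alone. Both that fell encode zona pellucida domain proteins of the cuticle and were low. *zye* fell from 36.7 ± 16.5 to 5.26 ± 0.582 normalized counts (adjusted p = 0.00560) and *mey* from 21.6 ± 0.562 to 4.30 ± 1.45 (adjusted p = 0.00695). The list passed the test (median log2 fold change −0.35, adjusted p = 0.0142; adjusted p = 0.264 with an estimated correlation) and did not with the GC and length trend removed (adjusted p = 0.107), with the stricter filter (0.182, 0 members past the threshold), with DESeq2 on the recovered reads (0.0636), in the deposited table (0.0569) or with thinned reads (0.114). In thinned reads *mey* did not pass either (adjusted p = 0.0829). Among 14 measured genes of L(3)mbt-containing complexes, 1 rose and 13 did not pass, and 0 passed adjusted over the list alone. *Rbf2*, a retinoblastoma family gene, rose 1.94-fold from 141 ± 51.5 to 263 ± 41.3 (adjusted p = 0.0486), a call that was lost in 8 of 19 alternatives, 4 of them fits leaving out 1 library (up to 0.153). That list had a median of 0.20 and an adjusted p of 0.231.

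Signs of a response to transfection that differed between the siRNAs were examined with 3 lists. Both groups were transfected, so a response that they share cannot be seen in this comparison. Of antimicrobial peptide and immune recognition genes, 3 of 20 were measured, 1 rose and 1 fell, also when adjusted over the list alone (list adjusted p = 0.698). *PGRP-LB*, which encodes a peptidoglycan-degrading amidase, rose 2.21-fold (adjusted p = 0.00642), and *pirk*, another negative regulator of the Imd pathway, fell 2.68-fold (adjusted p = 0.00262). Of 9 heat shock genes, 2 fell, 0 rose and 7 did not pass, also when adjusted over the list alone. *DnaJ-1* fell 1.66-fold (adjusted p = 0.0106) and *Hsp68* fell 1.38-fold (adjusted p = 0.0423). The list median was −0.47 (adjusted p = 0.0466; adjusted p = 0.27 with an estimated correlation), and the call was lost without *ovo* siRNA replicate 1 (0.0897) or *renilla* siRNA replicate 3 (0.139), with quantile normalization (0.0823), the robust prior (0.158), edgeR (0.180) and thinned reads (0.110). With the GC and length trend removed the list passed at 0.000825, with 6 falls. For the genes, the call of *DnaJ-1* was lost without *ovo* siRNA replicates 2 or 3 (up to 0.0571) and that of *Hsp68* in 5 of 6 such fits (up to 0.118), with no filter (0.0619) and with thinned reads (0.174). Of 8 genes of the siRNA and miRNA machinery, *AGO1*, the miRNA Argonaute gene, fell 2.02-fold from 8929 ± 125 to 4454 ± 608 (adjusted p = 0.00363), also when adjusted over the list alone, and 7 did not pass. That list had a median of 0.06 and a mean of −0.05 (adjusted p = 0.821), and *AGO1* did not pass with the GC and length trend removed (−0.19, adjusted p = 0.148), when 1 member rose and 1 fell.

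Of 24 measured DNA replication genes, 9 rose, 0 fell and 15 did not pass, and 12 rose when adjusted over the list alone. The list had a median of 0.45 (adjusted p = 0.000197; adjusted p = 0.264 with an estimated correlation). The replicative helicase genes *Mcm3*, *Mcm5* and *Mcm6* rose 1.91-fold, 1.63-fold and 1.73-fold, and the helicase cofactor gene *CDC45L* rose 1.92-fold, from 310 ± 69.5 to 587 ± 10.6 normalized counts (adjusted p between 0.00478 and 0.0106 for the 4 genes). A total of 13 members rose with the GC and length trend removed (list adjusted p = 0.00166). The number that rose ranged from 1 to 15 over the fits that left out 1 library, and without *ovo* siRNA replicate 2 the calls of *Mcm5* (0.0526), *Mcm6* (0.0622) and *CDC45L* (up to 0.0593, also without *ovo* siRNA replicate 3) were lost.

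Of 23 mitosis genes, 5 rose, 0 fell and 18 did not pass, with 5 also adjusted over the list alone. The kinetochore gene *Ndc80* rose 1.58-fold (adjusted p = 0.00816), the kinesin gene *ncd* 1.45-fold (0.0131), *borr* 1.37-fold (0.0260) and *tum* 1.34-fold (0.0345). The list median was 0.22 (adjusted p = 0.151), and the list passed after quantile normalization (0.0315) and with no filter (0.0352). Each of the 4 calls was lost without *ovo* siRNA replicate 2 (up to 0.0618 for *Ndc80*, 0.0899 for *ncd*, 0.146 for *borr* and 0.173 for *tum* over single omissions). With the GC and length trend removed, *Ndc80* passed (0.34, adjusted p = 0.0200) and *ncd* (0.17, 0.204), *borr* (0.19, 0.184) and *tum* (0.15, 0.205) did not, and in thinned reads *borr* (0.0853) and *tum* (0.0890) did not.

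Of 59 measured nuclear genes of oxidative phosphorylation, 10 rose, 0 fell and 49 did not pass, and 8 rose when adjusted over the list alone. The list had a median of 0.38 (adjusted p = 0.00109), and passed neither with an estimated correlation (adjusted p = 0.771) nor with fry (adjusted p = 0.356). *UQCR-C2*, a core subunit of complex III, rose 2.46-fold from 1155 ± 241 to 2820 ± 330 (adjusted p = 0.00364), and the complex I genes *ND-75* and *ND-42* rose 2.22-fold (0.00293) and 1.66-fold (0.00634). *ATPsyngamma*, of the ATP synthase, rose 1.71-fold (0.0128). The list did not pass without *renilla* siRNA replicate 1 (adjusted p = 0.0594). The number of members that rose was 9, 2 and 3 without *ovo* siRNA replicates 1, 2 and 3, and 5, 3 and 46 without *renilla* siRNA replicates 1, 2 and 3. It was 27 with the replicate block and 21 with the GC and length trend removed (list adjusted p = 0.000946), when the log2 fold changes shrank from 1.3 to 0.68 for *UQCR-C2*, 1.15 to 0.55 for *ND-75*, 0.73 to 0.42 for *ND-42* and 0.78 to 0.53 for *ATPsyngamma*. Without *ovo* siRNA replicate 2 the calls of *ND-42* (0.0524) and *ATPsyngamma* (up to 0.0726, also without *ovo* siRNA replicate 3 or *renilla* siRNA replicate 2) were lost.

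Cytosolic ribosomal protein genes did not pass as a set in the comparison of all 6 libraries. Of 87 measured, 2 rose, 1 fell and 84 did not pass, and 0 passed adjusted over the list alone (median log2 fold change 0.22, list adjusted p = 0.201). *RpL3* rose 1.57-fold from 28620 ± 708 to 44990 ± 298 (adjusted p = 0.0198). The paralog genes *RpS5b* (1.94-fold up, groups overlapping, adjusted p = 0.0458) and *RpS10a* (1.82-fold down, adjusted p = 0.0301) went opposite ways. Each of these calls was lost in 4 of 6 fits leaving out 1 library (up to 0.107, 0.162 and 0.126) and in 6, 8 and 7 of all 19 alternatives. The list passed without *renilla* siRNA replicate 3, when 50 members rose (3.06e-07), without *ovo* siRNA replicate 1 (0.0112), and after quantile normalization, when 28 rose (7.41e-05).

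Markers of cell types that the culture should not hold went different ways. Of 11 neuron markers, 4 were measured and 3 fell, also when adjusted over the list alone. The rest were under the filter, so these falls do not show that neurons were in the culture. The microtubule-associated protein gene *futsch* fell 4.66-fold from 7603 ± 1480 to 1622 ± 268 (adjusted p = 0.00137), the calcium channel gene *cac* fell 2.73-fold (0.00174) and the sodium channel gene *para* fell 4.30-fold (0.00194). The list had a median of −1.78 (adjusted p = 0.00109; adjusted p = 0.264 with an estimated correlation) and did not pass with the GC and length trend removed (0.169), when 1 member rose and *futsch* (−1.20, adjusted p = 0.00015), *cac* (−0.39, 0.0203) and *para* (−0.86, 0.0292) still fell but by less. Of 11 muscle markers, 7 were measured, 1 rose and 3 fell, also when adjusted over the list alone (median −0.18, list adjusted p = 0.239). The list passed with the stricter filter (0.0330, 0 rises and 3 falls), and with the GC and length trend removed it had 3 rises and 1 fall (0.495). *sls*, *bt* and *Prm* fell 2.79-fold, 2.41-fold and 2.24-fold, and *Mlc2* rose 2.28-fold from 11.9 ± 4 to 27.6 ± 2 normalized counts. Without *ovo* siRNA replicate 2 the calls of *bt* (0.0516), *Prm* (0.0677) and *Mlc2* (up to 0.141 over 4 single omissions, and also with DESeq2, 0.0538, and no filter, 0.0847) were lost, and with the GC and length trend removed *sls* (0.45, adjusted p = 0.0163) and *bt* (0.24, 0.349) changed sign. Of 10 hemocyte markers, 3 were measured and 0 passed in limma, over all genes or adjusted over the list alone. *crq* was at 939 ± 85.8 and 735 ± 136 (0.37, adjusted p = 0.145, but 0.73 and 0.00164 with the GC and length trend removed and 0.32 and 0.0410 in the deposited table) and *srp* at 512 ± 118 and 427 ± 135 (0.29, adjusted p = 0.454), with a list adjusted p of 0.239.

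**Figure D3:**
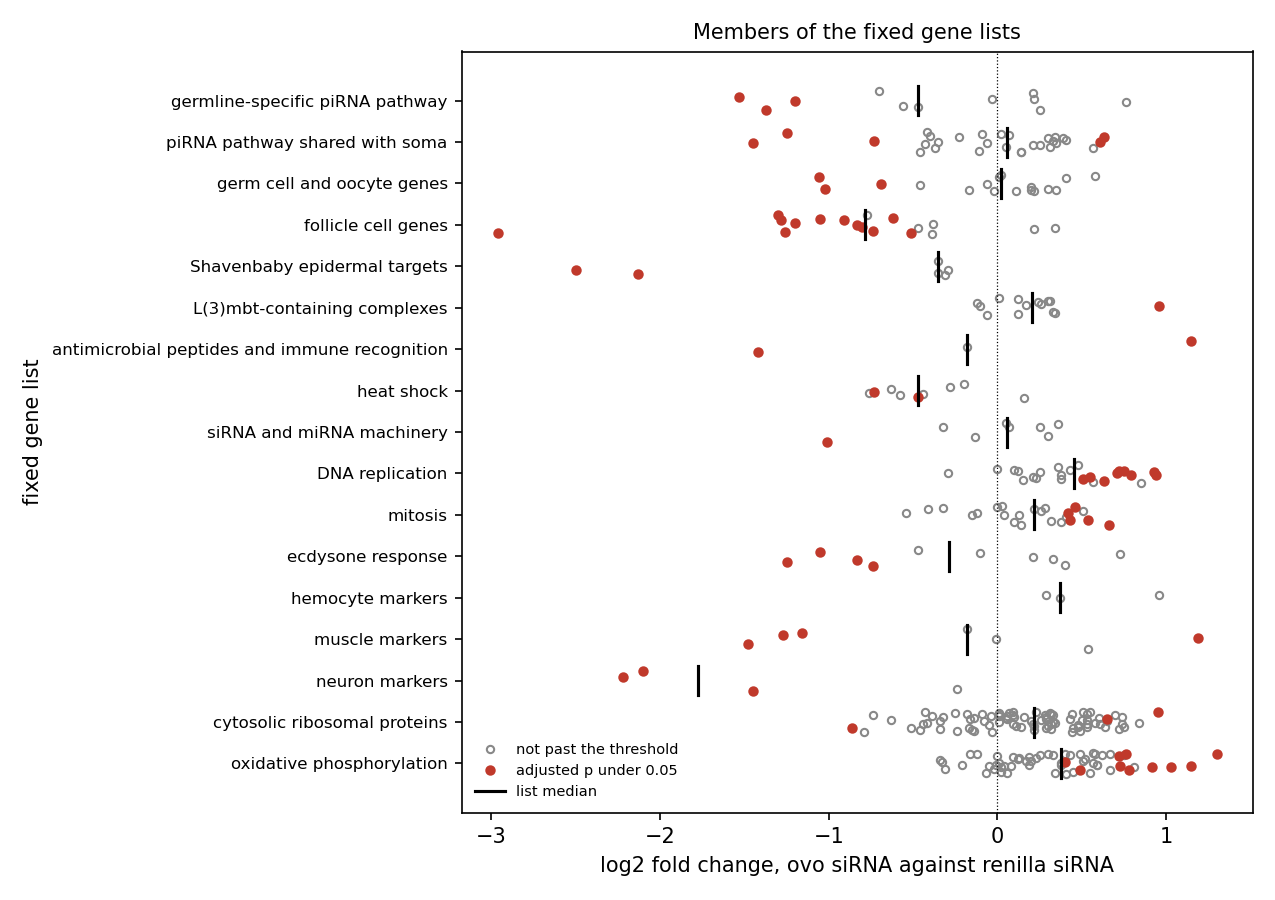
Log2 fold changes of *ovo* siRNA against *renilla* siRNA for the measured members of the 17 gene lists. Filled points passed the limma threshold, open points did not, and bars are list medians, from −1.78 (neuron markers) to 0.45 (DNA replication).

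Across genes, the change followed the sequence of the transcripts. Genes in the tenth with the longest 3′ UTRs fell in 48.1% of cases and rose in 1.6%, and genes in the tenth with the shortest fell in 6.0% and rose in 14.4%. In the tenth with the lowest transcript GC, 41.8% of genes fell and 0.6% rose, whereas in the tenth with the highest GC 5.6% fell and 29.7% rose. Spearman's rho of the log2 fold change was 0.45 with transcript GC, −0.31 with 3′ UTR length and −0.15 with transcript length. Without *renilla* siRNA replicate 3 these were 0.39, −0.41 and −0.37. These correlations are over genes, which are not independent replicates. Of the genes that lost their call or changed sign once the trend was removed, *chinmo*, *Eip93F*, *mei-P26* and *sls* have 3′ UTRs of 8533, 8035, 18494 and 2451 nt, and *ova* has a short one and a transcript GC of 37.1%.

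**Figure D4:**
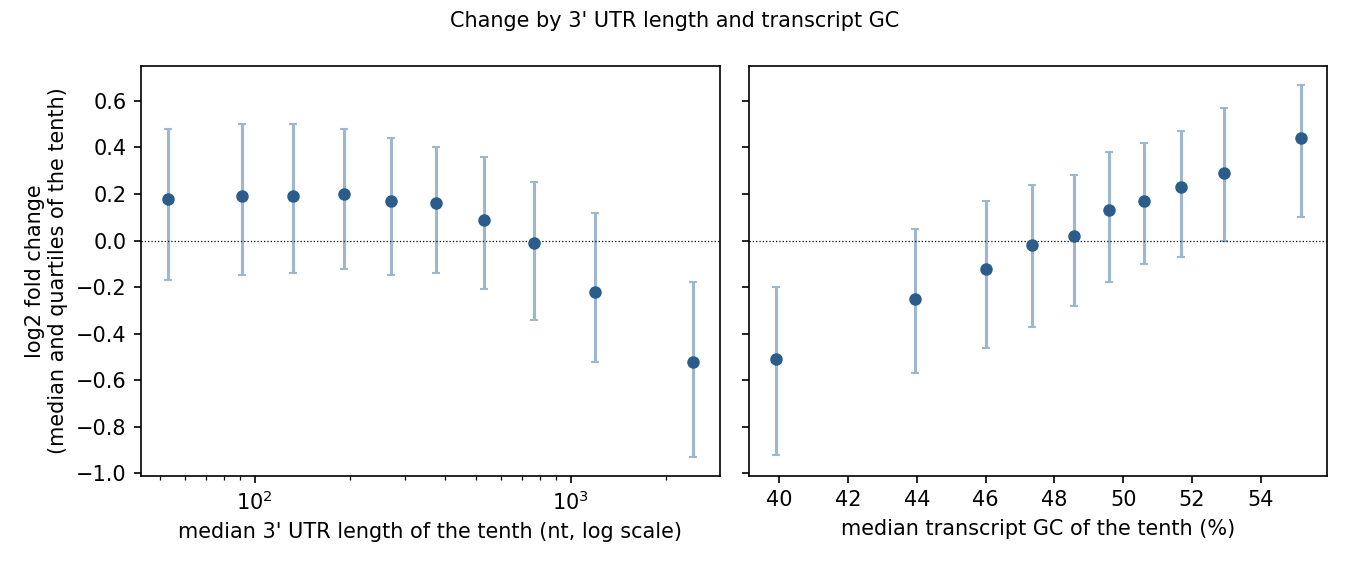
Median log2 fold change of *ovo* siRNA against *renilla* siRNA, with quartiles as bars, in 10 equal groups of the tested genes ordered by 3′ UTR length (left, log axis in nt) and by transcript GC (right, percent). The medians go from 0.18 to −0.52 from the shortest to the longest 3′ UTRs and from −0.51 to 0.44 from the lowest to the highest GC.

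The deposited DESeq2 table of the same comparison, whose mean levels include signal from outside the 6 libraries, had more genes past an adjusted p of 0.05, with 1640 up and 2015 down. In that table *aub* was down 2.28-fold (adjusted p = 2.78e-06), *qin* 3.17-fold (2.57e-08) and *AGO3* 2.65-fold (0.0260). *BoYb* (0.0397), *del* (0.00397) and *cuff* (0.0367) were also past the threshold there, and *vas* was not (log2 fold change 0.19, adjusted p = 0.218). The log2 fold change of *ovo* was −0.73 (adjusted p = 1.49e-07).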

Values the study reported

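From RNA-seq of *ovo* siRNA knockdown in Δ*l(3)mbt* OSCs, the study reported a decrease of about 2.3-fold for *aub*. For *ago3* it reported an adjusted *P* of 0.01. The study also reported decreases of *aub* and *ago3* by RT-qPCR after this knockdown, and further RNA-seq at a later day. Neither is part of the 6 libraries.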

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

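The tests of the deposited differential expression table were chosen only after its values were seen. The deposited differential expression table held signal from outside the 6 libraries. A total of 1384 genes had a mean above 0 in that table although all 6 libraries were at 0, out of 5008 genes at 0 in all 6. The gene *ovo* had a mean of 1615 in that table and of 1209 over the 6 libraries. The fold changes of the table were nearly those of DESeq2 on the recovered reads of the 6 libraries, with a correlation of 0.9998 over 6333 genes, while the standard errors of the table had a median of 0.8 of those from the 6 libraries alone. These values point to further libraries in the model behind that table, which were not analysed here, and no biological explanation was tested.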

How the results depend on the processing

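The tests with the GC and length trend removed and with thinned reads were chosen after seeing the data. Of 98 results under 21 alternatives (1894 values), 1714 kept their direction and their side of the threshold, 136 no longer passed (79 of these when 1 library was left out and 17 with the GC and length trend removed), 17 newly passed, 8 counts moved and 19 turned direction. Genes changed numbered 3655 in the deposited DESeq2 table, 486 to 4055 over the fits that left out 1 library, and 2338 with the trend removed, of which 1272 were shared with the 2045 and 11 of those were opposite. The log2 fold change of *ovo* was −0.25 with the trend removed and −0.83 to −0.67 with 1 library left out, with adjusted p from 1.49e-07 to 0.342 over the alternatives. The germline-specific piRNA pathway list did not pass in any alternative (adjusted p from 0.0549 to 0.771), and 0 of the other 16 lists passed with an estimated correlation, against 6 with the preset value and 5 with fry. Directions turned for the shared piRNA list with the stricter filter (adjusted p = 0.987) and without *ovo* siRNA replicate 1 (0.859) or *renilla* siRNA replicate 3 (0.715; 0.685 to 0.859 over the 6 omissions), for *krimp* (0.05 with quantile normalization, 0.06 with the trend removed), for *Nxf3* (−0.06 with edgeR) and, without *renilla* siRNA replicate 3, for *Nxf3* (−0.43; −0.43 to 1.44 over the 6) and *CG13741* (−0.02; −0.02 to 0.39). They also turned for the ribosomal list without *renilla* siRNA replicate 1 only (0.998; 3.06e-07 to 0.998 over the 6) and for the siRNA and miRNA list without *renilla* siRNA replicate 2 only (0.908; 0.451 to 0.998). With the trend removed they turned for the lists of germ cell genes (0.555), siRNA and miRNA machinery (0.555), ecdysone response (0.279) and muscle (0.495), and for *mei-P26* (0.59), *EcR* (0.14), *ftz-f1* (0.07), *sls* (0.45) and *bt* (0.24). The cause was not tested, except that fits with 1 library left out have fewer samples and the trend removal takes away what follows transcript GC and length. Of 68 named genes that passed, 33 passed in every alternative, with *mei-P26* and *sls* changing sign in 1 of them, and 28 were lost without *ovo* siRNA replicate 2. Whether the replicate numbers pair the samples was not settled (4 of 6 correlated best with their own number, and the deviations of equal numbers had correlations of 0.44, −0.14 and 0.46), and a replicate block gave 2978 genes. Depth limited *renilla* siRNA replicate 3 most (2759594 reads), and with all libraries thinned to it 1439 genes were called.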

Other observations

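The tests of gene families, the Fisher tests of noncoding genes and chromosome 4, and the tests of thinned reads, of GC correlations within groups, of a preparation batch, of the trend removals, of length bias between libraries and of the transcript length of *renilla* siRNA replicate 3 were chosen only after the result was seen. Members of several families of protein synthesis and quality control genes rose after *ovo* siRNA, and no family passed with an estimated correlation (lowest adjusted p = 0.223) or with the GC and length trend removed (lowest adjusted p = 0.0706). Of 33 measured aminoacyl-tRNA synthetase genes, 16 rose and 0 fell (limma adjusted p = 0.000213 over 8 families; adjusted p = 0.223 with an estimated correlation). Of 31 proteasome genes, 10 rose and 0 fell (4.31e-05; 0.565 with an estimated correlation), of 8 genes of the chaperonin CCT, 5 rose and 0 fell (0.000551; 0.504), and of 21 nucleoporin genes, 11 rose and 0 fell (0.00172; 0.504). Mitochondrial ribosomal protein genes also passed (4 of 72 rose and 1 fell, 0.0122; 0.837), but not without *ovo* siRNA replicate 3 (0.115) or *renilla* siRNA replicates 1 (0.303) or 2 (0.281), nor after quantile normalization (0.261). Without *ovo* siRNA replicate 2, the numbers that rose were 0 for the synthetases and the proteasome and 1 for the chaperonin and the nucleoporins, and without *renilla* siRNA replicate 3 they were 20, 25, 6 and 12. The Mediator, vacuolar ATPase, and COP9 signalosome and eIF3 families did not pass (0.750, 0.984 and 0.153).

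Noncoding genes and genes of chromosome 4 fell more often than others. Of 260 noncoding genes 99 fell (38.1%) and 1 rose, against 13.3% of protein coding genes that fell (Fisher's exact test across genes, two-sided p = 1.37e-22). Of 75 genes of chromosome 4, 37 fell (49.3%) and 1 rose, against 13.8% elsewhere that fell (Fisher's exact test, two-sided p = 3.13e-13). Genes are not independent replicates in these Fisher tests, so their p values do not measure the spread between libraries. Over the fits that left out 1 library, the falls among noncoding genes were 63, 39 and 58 without *ovo* siRNA replicates 1, 2 and 3 and 78, 62 and 125 without *renilla* siRNA replicates 1, 2 and 3. For chromosome 4 they were 25, 7 and 15 and then 22, 20 and 56. With TMM scaling 97 noncoding genes and 38 genes of chromosome 4 fell, and with quantile normalization 71 and 33. With the GC, length and 3′ UTR trend removed, chromosome 4 had 15 rises and 9 falls, so the excess of falls was gone, and noncoding genes had 29 rises and 39 falls. That removal cannot test noncoding genes as a class, since 0 of 260 have a 3′ UTR and its term for genes without one takes out their mean.

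The 10 splits of the 6 libraries into 3 and 3 are too few for a share under 0.05, and 1 of 10, the real one, gave a result as large for each of 3 counts. The real split called 2045 genes where the highest other called 0, the germline-specific piRNA pathway had 3 members past the threshold where the highest other had 0, and 6 gene lists passed where the highest other had 5.

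Genes of low GC and long 3′ UTR fell more often than others. For the low GC, a GC bias that varies freely from library to library is argued against, since the largest correlation of GC with the log2 ratio of libraries of 1 group was 0.18 and the 9 between groups ran from 0.33 to 0.42, and so is the depth difference, since thinning left rho at 0.44 (0.45 before). Transcript length did vary from library to library, with correlations of up to 0.63 in size within groups against 0.13 to 0.47 between them. Such a length bias is argued against for the low GC, since with a length trend removed from each ratio the smallest correlation with GC between groups was 0.33 and the largest within a group 0.17. For the long 3′ UTRs it cannot be told apart from an effect of the siRNA, since the smallest such correlation between groups was 0.15 in size and the largest within a group 0.14. The tests of GC bias and of length bias rest on 6 libraries. Their 10 splits into 3 and 3 are too few to exclude biases that fell with the groups by chance. A preparation batch that coincides with the groups cannot be told apart from an effect of *ovo* siRNA, since 9 of 9 pairs of libraries from different groups exceeded every pair within a group. The trend was not the whole of the falls of *aub* (log2 fold change −1.20 with the trend removed, 95% interval −1.68 to −0.72) and *qin* (−1.26, −1.61 to −0.91). For *AGO3* (−1.37 ± 0.42 before and −0.84 ± 0.45 after, −1.86 to 0.18), these 6 libraries alone cannot tell the trend apart from a change of the gene itself. The interval holds both 0 and the earlier value. The RT-qPCR of *aub* and *AGO3* that the study reported was not part of this test. The fall of *ovo* went from −0.73 ± 0.13 to −0.25 ± 0.19 (−0.67 to 0.18), a call that ended because the estimate shrank, so the trend may account for it, or the removal may have taken out part of an effect of the siRNA on a gene with a long 3′ UTR (1849 nt).

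The library of *renilla* siRNA replicate 3 stood apart from replicates 1 and 2. Its low depth is argued against as the whole of this, since with all 3 thinned to its depth its differences had an SD 1.67 times that between the other 2 (0.71 against 0.42). Its difference from the other 2 had a rank correlation of −0.63 with transcript length (−0.07 between those 2), but pairs within the *ovo* siRNA group reached 0.56 and 0.61, so this correlation does not set the library apart. With a length trend removed from each difference in the thinned reads, the ratio of SDs was 1.39 (0.59 against 0.42), between the bounds of 1.2 and 1.5 set for the test, so a length composition that acts together with depth cannot be told apart from a further difference. No biological explanation was tested, as the design gives none within a group.

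For the falls of noncoding genes, the rates of the 50 protein coding genes nearest in mean level, GC and transcript length gave 52.4 falls. Of 10000 draws, 95% lay between 41 and 65, and 99 falls were seen. A trend with GC and transcript length was also fitted on protein coding genes alone and removed from all genes. This left 72 noncoding falls (27.7%) and 7 rises, where the protein coding share (12.7%) gives 33.1 (23 to 44). Of the 260 noncoding genes, 9 lay outside the range of the protein coding genes used for that trend. The falls thus exceeded both expectations in these libraries. The limits of 41 to 65 and 23 to 44 treat genes as independent, although the genes share 6 libraries, and are too narrow. Whether these properties were the whole cause is therefore not settled. For chromosome 4, the same matching with 3′ UTR length gave 26.6 falls (19 to 34) for 64 protein coding genes and 33 were seen, so these properties may account for them. An effect of *ovo* siRNA on noncoding transcripts stays open, as does a preparation batch that coincides with the groups.

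For *AGO3*, the adjusted p from limma was 0.0486, and that in the deposited DESeq2 table was 0.0260. Both are higher than the adjusted value quoted from the study above. The unadjusted p of that table was 0.00812, which rounds to the quoted 0.01. For *aub* and *qin*, the adjusted values in the study correspond to the DESeq2 adjusted p of that table (2.78e-06 and 2.57e-08). The source of the value quoted for *AGO3* is therefore not settled.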
